A study of Mus musculus with 4 samples. Its data were reported in "Integrative Analyses Identify a cGAS‐STING Pathway‐Driven Signature With Context‐Dependent Roles in Systemic Lupus Erythematosus" (2026).

How the data were processed

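RNA from whole kidneys of wild-type (WT) mice and of mice lacking Zbp1 (Zbp1-KO) was analysed, with 2 libraries per genotype and 4 libraries in total. All animals had received 500 µL pristane, a hydrocarbon oil that induces lupus-like autoimmunity, into the peritoneal cavity at 8 weeks of age, and kidneys were taken 8 months later. Groups and replicate numbers were taken from the sample titles. The knockout was described as a CRISPR-Cas9 deletion of exons 2 to 8 of Zbp1, on a C57BL/6J background. The line was made by a company, whereas WT mice were described as purchased from a research center, and littermate controls were not described. Differences between the colonies can therefore not be told apart from an effect of genotype in any comparison below.

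The authors extracted RNA with Trizol, enriched polyadenylated RNA, prepared TruSeq libraries and sequenced read pairs on a HiSeq instrument. They trimmed the reads with Trimmomatic, aligned them with hisat2 and counted uniquely mapped read pairs per gene with featureCounts. The deposited values are whole-number counts per Ensembl gene, not normalized, with 1 column per library. Genome build, annotation release, program versions and whether counting used the strand were not stated. Only uniquely mapped pairs were counted, so genes with a near-identical copy, such as the H2-Q genes of the major histocompatibility complex, carry uncertain counts, and so do overlapping and antisense genes. Molecular identifiers were not described, so duplicate reads of 1 molecule were counted as separate reads.

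Each file listed the same 54532 genes. Of these IDs, 54495 matched GENCODE M21 (GRCm38), which gave symbols, positions and gene types, and 37 did not match and were kept under their IDs. Positions are those of GENCODE M21 and were used only to describe genes and to find genes near Zbp1.

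Total counts ranged from 9878776 to 12921925 per library. Between 49.5% and 61.5% of the counts of a library fell on mitochondrially encoded genes, so 4003417 to 5782924 counts remained for all other genes. The 95% Wilson interval of each of these shares was at most 0.0612 percentage points wide. For a gene with 0 counts, the limit was set at 3 counts, which corresponds to 0.221 to 0.323 CPM (counts scaled to a common library size) across the libraries. Intervals and limits cover counting error only.

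Differential expression was tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood F test (glmQLFit and glmQLFTest, two-sided) after filterByExpr (minimum count 10, minimum total count 15) and TMM normalization, with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all 14908 genes tested. Genes with an adjusted p under 0.05 were called. Log2 fold changes are Zbp1-KO over WT, fitted with a prior count of 0.125, and their standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values were scaled by the TMM factors.

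Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, two-sided, and adjusted over the 44 lists with at least 3 tested genes. M7core and its interferon-module part and remainder, as well as the parent modules, were taken from the study, which defined them on other samples. The remaining lists, including interferon-stimulated genes (ISGs), cytokines and chemokines, TLR7 signalling and markers of cell types and of technical factors, were written by hand. A list score per library is the mean over members of log2 CPM minus the member's mean over the 4 libraries. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined.

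Genes named in the text were Zbp1; Isg15, Oas2 and Tnf; Cxcl10, Mlkl and Ifit3; up to 8 called genes per direction with the largest change, a mean of at least 1 CPM and both Zbp1-KO values on the same side of both WT values; and called members of the M7core, ISG and cytokine lists. Other genes named were chosen after their values were seen.

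Alternatives were DESeq2-type size factors and upper quartile factors in place of TMM; all genes with at least 1 count in any library, or a mean of at least 1 CPM, in place of the filter; the replicate number as a block; the exact test and the likelihood ratio test of edgeR, the Wald test of DESeq2 1.42.0 with the TMM library sizes, limma-voom with sample quality weights and the robust quasi-likelihood fit; a minimum absolute log2 fold change of 1, or an adjusted p under 0.1; camera with estimated correlation, fry, a Wilcoxon rank sum test across genes, lists without Zbp1 and a prior count of 0.5; and each library left out in turn. Leaving out the mitochondrially encoded genes and Wilcoxon tests of members' mean log2 CPM between genotypes (rank sum, and signed rank with the means paired by gene) were added after the data had been seen. Both tests were also run on simulated counts drawn from the means, library sizes and dispersions of the 4 libraries, with 200 genes changed 2-fold to 8-fold and a separate gene list, of which 149 genes passed the filter, shifted by a log2 of 0.5. At an adjusted p under 0.05 the quasi-likelihood test called 22.4% of the genes changed 2-fold, 67.2% of those changed 4-fold and 81.8% of those changed 8-fold, among 14349 simulated genes that passed the filter, and 7.94% of all its calls, those in the shifted list included, were unchanged genes. With the same counts, the exact test of edgeR called 35.8%, 71.6% and 84.8% of the genes changed 2-fold, 4-fold and 8-fold. Of all its calls, 13.1% were unchanged genes. Camera, run on these counts, gave an unadjusted p under 0.05 for 1 of 200 unchanged gene lists. The simulated genes varied independently, so this rate does not cover correlated genes. The changed genes were drawn from those with a mean of at least 1 CPM, and all counts followed the model that edgeR assumes. The shares called may therefore be too high for the real libraries.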

Results

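Kidney transcriptomes of pristane-injected mice were compared between WT and Zbp1-KO animals, with 2 libraries per genotype. Zbp1 encodes a sensor of Z-form nucleic acids, and the comparison asked how its absence alters immune gene expression in the kidney during lupus-like disease. Total counts were 12601317 and 12921925 in the WT libraries and 11452332 and 9878776 in the Zbp1-KO libraries. Mitochondrially encoded genes took 57.4% and 61.5% of the counts in WT and 49.5% and 59.5% in Zbp1-KO, and a single gene, mt-Co1, took between 16.9% and 22.3%. After filtering, 14908 genes were tested, and the common biological coefficient of variation was 0.304. The replicates of Zbp1-KO were less alike than any other pair of libraries, with a Pearson correlation of log2 CPM across genes, which are not independent replicates, of 0.900, against 0.938 between the WT replicates and 0.918 to 0.921 between libraries of different genotype. In a principal component analysis, the component with the largest share of variance (42.0%) separated the 2 Zbp1-KO libraries from each other, and the next (33.0%) separated the genotypes.

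The targeted gene was examined first. Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923 on the minus strand in GENCODE M21, GRCm38) had 94 and 125 counts in the WT libraries and 18 and 0 counts in the Zbp1-KO libraries. These corresponded to 9.13 ± 2.21 CPM in WT and 0.664 ± 0.939 CPM in Zbp1-KO (SD, n = 2 each). The count of 0 allows up to 0.323 CPM in that library. Both Zbp1-KO libraries thus lay below both WT libraries, as labelled. The log2 fold change was −3.64 ± 0.89 (SE), but the edgeR quasi-likelihood test did not call Zbp1 (adjusted p = 0.999), whereas the exact test of edgeR did (adjusted p = 0.0110, with a range of 2.86e-05 to 1.00 over the alternatives tried).

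Across all genes, 2 genes were called by the edgeR quasi-likelihood test at an adjusted p under 0.05, and both were higher in Zbp1-KO. No gene was called lower, and 294 genes were lower at an unadjusted p under 0.05. At that unadjusted threshold, 578 genes (3.88% of those tested) differed in either direction, 284 of them higher, where 745 would be reached by chance. Similarly, both Zbp1-KO values lay outside both WT values on the same side for 32.3% of the tested genes, and chance gives 33.3%. The number of calls depended most on the low-count filter: with all genes that had at least 1 count in any library, 41 genes were called, 14 higher and 27 lower. With groups of 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so calls rest on the variance shared across genes in the edgeR model.

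**Figure D1:**
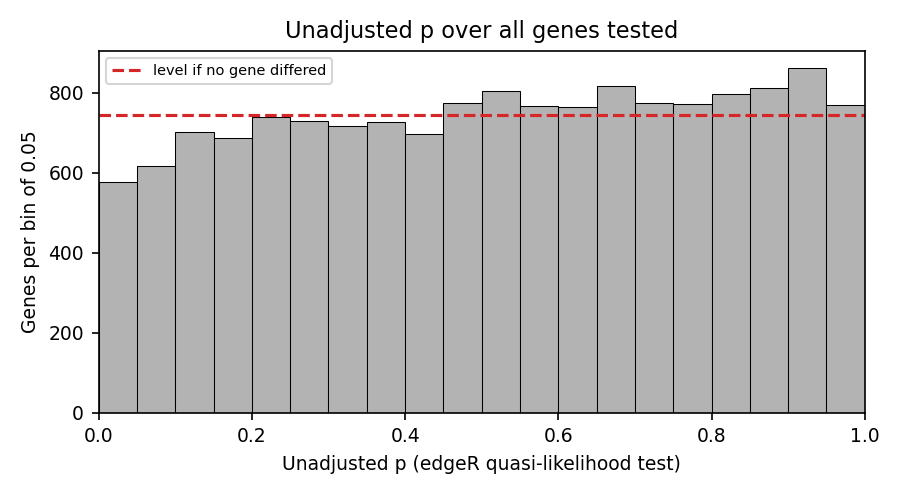
Number of genes (vertical axis) per bin of 0.05 in unadjusted p (horizontal axis) from the edgeR quasi-likelihood test of 14908 genes, with a dashed line at the level reached if no gene differed. The lowest bin holds 578 genes and lies under the line.

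The called genes were Cfd and Lars2. Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655, plus strand), which encodes complement factor D (adipsin), rose from 17.1 ± 3.85 CPM in WT to 78.5 ± 7.38 CPM in Zbp1-KO (SD, n = 2 each). Its log2 fold change was 2.20 ± 0.23 (SE), with an adjusted p of 0.00889 in the edgeR test. Cfd is also a member of the fat list, whose other genes rose with it, as given with the gene lists. Lars2 (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666, plus strand), which encodes the mitochondrial leucyl-tRNA synthetase, rose from 324 ± 18.3 CPM to 957 ± 136 CPM (SD, n = 2 each). Its log2 fold change was 1.56 ± 0.19 (SE), with an adjusted p of 0.0225 in the edgeR test. Gm23935, a small RNA gene of 57 bases with at least 8303 counts in each library, rose by a log2 fold change of 1.31 at the same time. With any 1 library left out, the log2 fold changes stayed between 1.98 and 2.45 for Cfd and between 1.41 and 1.70 for Lars2.

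**Figure D2:**
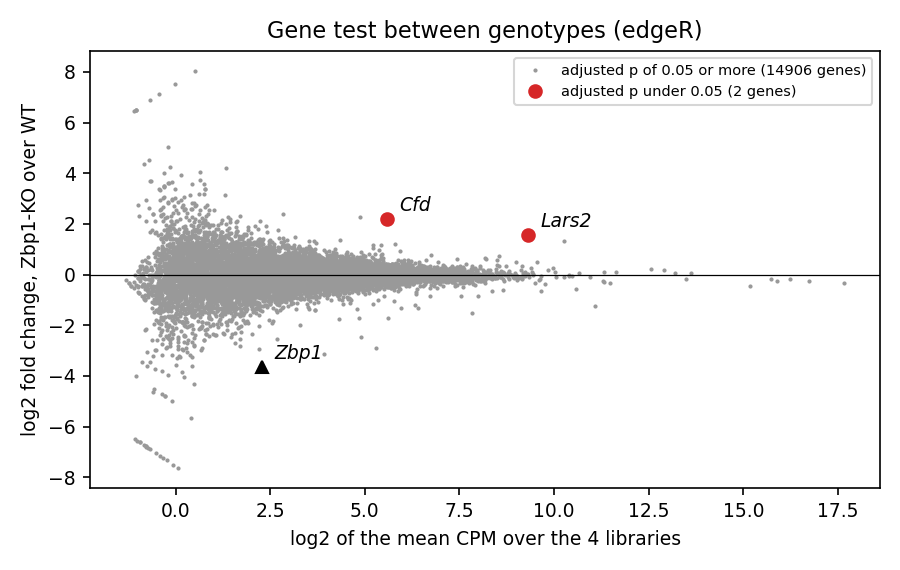
Log2 fold change of Zbp1-KO over WT (vertical axis) against the log2 of the mean CPM over the 4 libraries (horizontal axis) for each tested gene. Red points mark the 2 called genes, Cfd and Lars2, and the triangle marks Zbp1 at a log2 fold change of −3.64.

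Genes that the study followed by PCR or at the protein level were then examined, and none of those tested was called. The PCR of Isg15, Oas2 and Tnf was made on kidneys of pristane-injected mice. The proteins of Cxcl10, Mlkl and Ifit3 were stained in other mice and organs, namely heart and stomach of Trex1-knockout mice given a STING antagonist. Oas2 was higher in both Zbp1-KO libraries, with 52.5 ± 2.99 CPM against 33.6 ± 2.87 CPM in WT (SD, n = 2 each). Its log2 fold change was 0.64 ± 0.20 (SE), with an adjusted p of 0.999 in the edgeR test. Isg15 was lower in both Zbp1-KO libraries, with 10.2 ± 2.43 CPM against 14.7 ± 1.47 CPM (SD, n = 2 each), a log2 fold change of −0.52 ± 0.32 (SE). Tnf had 14 counts in WT 1 and 0 counts in the other libraries and was below the filter, so a difference was not detectable at this depth. For Cxcl10, Mlkl and Ifit3, the Zbp1-KO replicates differed more than the genotypes. Cxcl10 measured 2.90 and 12.7 CPM in WT and 32.3 and 4.42 CPM in Zbp1-KO. Mlkl measured 1.93 and 3.08 CPM in WT and 8.55 and 1.72 CPM in Zbp1-KO. Ifit3 measured 64.2 and 74.2 CPM in WT and 96.0 and 47.9 CPM in Zbp1-KO. The log2 fold changes of Cxcl10, Mlkl and Ifit3 were 1.25, 1.05 and 0.06, and became −0.82, −0.54 and −0.53 without the library Zbp1-KO 1.

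**Figure D3:**
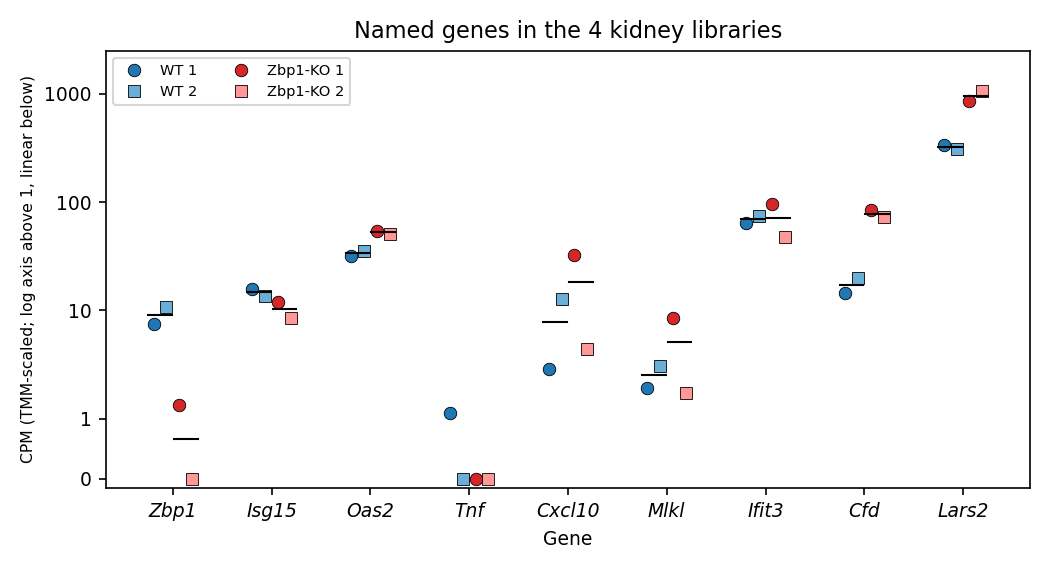
CPM of the named genes (vertical axis, logarithmic above 1 and linear below) in each of the 4 libraries, with horizontal bars at the mean of each genotype for the genes that were tested. Cfd and Lars2 lie higher in both Zbp1-KO libraries, whereas Cxcl10, Mlkl and Ifit3 are spread by the library Zbp1-KO 1.

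To examine interferon-stimulated and cytokine genes, members of the lists were counted. Of 112 tested ISGs, 0 were called higher and 0 lower in the edgeR test over all genes, and 19 were higher and 2 lower at an unadjusted p under 0.05. The deleted gene Zbp1 is a member of this list and of M7core, and is among the 2 lower genes in each. When adjusted over the list alone, 1 ISG was called, Nlrc5, with a log2 fold change of 1.36 and an adjusted p of 0.0271 in edgeR. Of 155 tested M7core genes, 0 were called over all genes, and 20 were higher and 2 lower at an unadjusted p under 0.05. Adjusted over the list alone, 1 M7core gene was called higher, again Nlrc5 (edgeR adjusted p = 0.0376). Of 54 tested cytokine and chemokine genes, 0 were called in either direction over all genes or adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05.

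M7core is the part of a gene module that responds to activation of the cGAS-STING pathway, which senses DNA in the cytosol. Its median log2 fold change was 0.20, with 113 of 155 genes higher in Zbp1-KO and an adjusted p of 0.00285 in limma camera. The M7core score was −0.20 and 0.03 in the WT libraries and 0.23 and −0.05 in the Zbp1-KO libraries, so that the groups overlapped. The medians were 0.21 for its 41 interferon-module genes and 0.18 for the 114 remaining genes. Their adjusted p-values were 0.00488 and 0.0231 in limma camera. With each library left out in turn, the interferon-module median ran from 0.07 to 0.45 and that of the remaining genes from 0.06 to 0.21. The ISG median was 0.28, with 88 of 112 genes higher and an adjusted p of 0.000116 in limma camera, and its scores overlapped between genotypes in the same way. Library choice moved these medians most. Without Zbp1-KO 1 they were 0.07 for M7core and 0.10 for ISGs, and without WT 2 they were 0.24 and 0.47. The cytokine list had a median of −0.01 (adjusted p = 0.280, limma camera). The TLR7 signalling list had a median of 0.05 (adjusted p = 0.219, limma camera). With each library left out in turn, the cytokine median ran from 0.01 to 0.20 and that of TLR7 signalling from −0.08 to 0.18. The sign of each thus depended on the libraries used.

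Among all 44 lists, 10 had an adjusted p under 0.05 in limma camera. Besides M7core with its parts and the ISGs, these were fat (median 2.17, adjusted p = 1.19e-08), T cells (0.87, adjusted p = 2.19e-06), MHC class I (0.46, adjusted p = 0.000116) and MHC class II (0.50, adjusted p = 0.0232), which were higher in Zbp1-KO, and immediate-early genes (−0.95, adjusted p = 2.19e-06) and fibrosis (−0.32, adjusted p = 0.0232), which were lower. With each library left out in turn, the medians ran from 1.87 to 2.58 for fat, from 0.82 to 1.13 for T cells, from 0.18 to 0.76 for MHC class I, from 0.39 to 0.58 for MHC class II, from −1.40 to −0.42 for immediate-early genes and from −0.71 to −0.099 for fibrosis. The values nearest 0 for MHC class I and fibrosis were those without Zbp1-KO 1, and that for immediate-early genes was the one without WT 1. The fibrosis scores overlapped between genotypes, with 0.085 in Zbp1-KO 2 and 0.057 in WT 2. With all genes that had at least 1 count in any library, camera did not call fibrosis (limma adjusted p = 0.0918). The 10 lists are not all separate results. Of the ISGs, 101 of 112 were members of another list, as were 13 of 22 MHC class I genes and all 155 M7core genes. The limma fry test, which estimates the correlation between genes from the libraries, retained 1 of these 10, the T cell list (adjusted p = 0.0497). It also called the complement list (median 0.01, adjusted p = 0.0429), which camera did not call. The complement score was lower in both Zbp1-KO libraries (−0.11 and −0.15) than in WT (0.10 and 0.16), although 7 of 13 genes were higher. The score is a mean, so a few genes with large falls can set it while the median stays near 0. The complement gene Cfb, for instance, had 21 and 20 counts in WT and 0 in both Zbp1-KO libraries. Whether the call outlasts leaving out genes of such low count was not tested. With estimated correlation, limma camera called 0 of the 44 lists, and 10 were called with the preset value. The fat list, with the smallest adjusted p under the preset value, had an adjusted p of 0.751 there. The other 34 lists had adjusted p-values of at least 0.0825 in limma camera, and medians from −0.50 to 0.47. Among them were the study's modules other than M7core, with medians from −0.08 to 0.09.

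**Figure D4:**
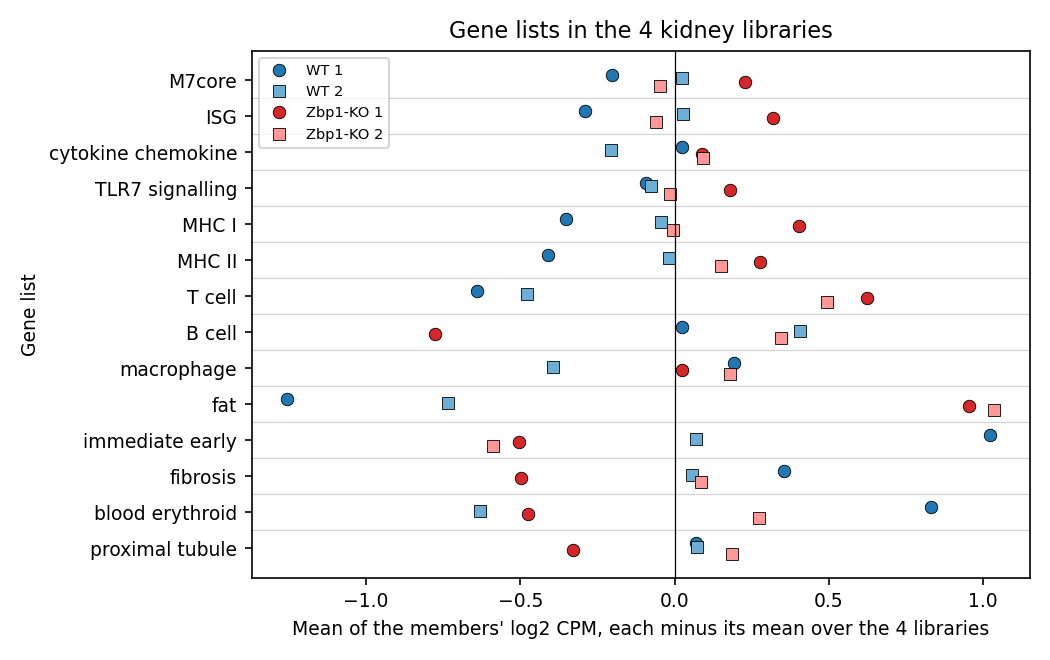
Mean over list members of log2 CPM minus the member's mean over the 4 libraries (horizontal axis) for 14 gene lists (vertical axis). Fat, T cell and immediate-early lists separate the genotypes by the widest gaps among these 14, whereas the M7core and ISG scores of Zbp1-KO 2 lie among those of the WT libraries.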

Values the study reported

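The study reported that M7core expression in kidneys of pristane-injected mice was not significantly altered by loss of Zbp1, with a Wilcoxon rank sum p above 0.4. It counted many more ISGs higher than lower. It set significance at a false discovery rate under 0.05 where many tests were made.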

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

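Leaving out mitochondrially encoded genes and the Wilcoxon tests of mean log2 CPM were chosen only after the results were seen.

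The number of called genes was 2 with both other scalings and with a minimum absolute log2 fold change of 1. It was 3 with genes of at least 1 CPM on average, with the robust fit and at an adjusted p under 0.1, where 1 gene was lower. Leaving out mitochondrially encoded genes gave 4 genes, of which 1 was lower. The exact test of edgeR called 14 genes (6 higher, 8 lower), the likelihood ratio test 26 (10 higher, 16 lower), DESeq2 9 (5 higher, 4 lower) and limma-voom 8 (4 higher, 4 lower). With all genes that had at least 1 count in any library, 41 genes were called (14 higher, 27 lower). In the last of these settings, more genes of low count entered the test. Its calls also included well-expressed genes that were tested under both filters. The edgeR adjusted p went from 0.946 to 1.22e-25 for Egr1 and from 0.999 to 2.43e-08 for mt-Atp6. Entry of further genes thus does not by itself describe the added calls, and the cause of these changes was not tested. Cfd and Lars2 were among the calls of every setting in which genes were tested, with log2 fold changes from 2.19 to 2.22 and from 1.55 to 1.56. Calls were all higher in Zbp1-KO only with the quasi-likelihood test at an adjusted p under 0.05 under the filter chosen beforehand, with any of the scalings tried or the fold minimum. The other settings gave calls of both signs. No scaling moved the median log2 fold change of all genes, −0.01, by more than 0.1.

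With the replicate number as a block, 11 genes were called (4 higher, 7 lower), and Ifit3 changed from a log2 fold change of 0.06 to −0.017, neither of them called. The deviations of same-numbered libraries had a correlation of 0.00399 across genes, so the numbers gave no sign of pairing. The block changed no call on the M7core or ISG list.

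Zbp1 was called with the exact test (log2 fold change −3.67, adjusted p = 0.0110), the likelihood ratio test of edgeR (−3.67, adjusted p = 0.00749) and all genes with at least 1 count (−3.65, edgeR adjusted p = 2.86e-05), and was not called in the other settings. The cause was not tested. Across its alternatives the adjusted p of Zbp1 in edgeR, DESeq2 or limma-voom ran from 2.86e-05 to 1.00. With 1 library left out, its log2 fold change ran from −4.77 to −2.77, where the lower end sets the count of 0 in Zbp1-KO 2 to 3 counts and is a bound. For ISGs, 0 were called higher and 0 lower, 1 higher and 1 lower with the exact test and with the likelihood ratio test, and 5 higher and 1 lower with all genes of at least 1 count. The lower gene was Zbp1 itself each time. Calls among cytokine genes stayed at 0 in both directions under every alternative tried, with 1 gene higher at an unadjusted p under 0.05.

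The median log2 fold changes of M7core and of the ISGs kept their sign under every alternative, and stayed between 0.19 and 0.20 and between 0.27 and 0.28 with all 4 libraries. Camera called both lists with each scaling, filter and prior count, and without Zbp1 as a member. The values 0.20 and 0.28 lost their call with estimated correlation (limma adjusted p = 0.788 for both) and with fry (limma adjusted p = 0.653 for both), which both estimate the correlation of genes from these libraries. With estimated correlation camera called 0 of 44 lists, the fat list with its median of 2.17 included, so the adjusted values there do not separate any lists. At an unadjusted p under 0.05 it singled out the fat and T cell lists, but neither M7core nor the ISGs. The adjusted p over the alternatives ran from 5.02e-09 to 0.788 for M7core and from 2.15e-11 to 0.788 for ISGs in limma or the Wilcoxon test. In an unpaired Wilcoxon rank sum test of the members' mean log2 CPM between genotypes, M7core lost its call with p = 0.191 (n = 155 genes, which are not independent). The ISG list lost it there with p = 0.0710 (n = 112 genes). With the same means paired by gene, the signed rank test called M7core with p = 1.14e-07 (n = 155 genes). It called the ISG list with p = 1.01e-08 (n = 112 genes). The test of members against all other genes called both. With 1 library left out, the medians ran from 0.07 to 0.24 for M7core and from 0.10 to 0.47 for ISGs. No test was made in these fits, since 1 library remained in a group, and no counts of called genes were made.

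Of 105 values of single named genes under alternatives, 5 moved by more than the spread between replicates, each with 1 library left out. Sign changes were seen in genes that were not called: without Zbp1-KO 1, Cxcl10 went from 1.25 to −0.82, Mlkl from 1.05 to −0.54 and Ifit3 from 0.06 to −0.53, and Ifit3 was also below 0 without WT 1 (−0.041) and with the block. Tnf was below the filter and is not among them. In simulated counts with the spread of these libraries, the quasi-likelihood test called 22.4% of the genes changed 2-fold, 67.2% of those changed 4-fold and 81.8% of those changed 8-fold. Small changes were thus the ones most often missed there. The changed genes had a mean of at least 1 CPM and followed the count model of edgeR, so these shares may be too high for the real libraries. In these, Zbp1 itself was not called by this test at a log2 fold change of −3.64.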

Other observations

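In this part, the tests on libraries matched by a list, fat without Cfd and Lars2 were chosen only after the results were seen. So were those on immediate-early genes, T cells, the remaining Zbp1 counts and the spread between replicates. For the M7core and ISG lists, the Wilcoxon tests of mean log2 CPM were also chosen then. Their test against all other genes, the fry test and the fits with 1 library left out had been planned.

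The 4 libraries can be split into groups of 2 in 3 ways, and 2 of the 3 splits, that by genotype included, gave at least as many called genes in edgeR as the genotypes did. Splitting WT 1 and Zbp1-KO 2 from the other libraries called 9 genes, against 2 for the genotypes, and the remaining split called 0. At an unadjusted p under 0.05, genotype gave 578 genes, and the other splits gave 635 and 742. With 3 splits no share under 0.05 can be had, so genotype and chance cannot be told apart by this count. The 9 genes were chosen after their values were seen. They held 5 of the erythroid list (Alas2, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt), which were higher in WT 1 and Zbp1-KO 2, and the immunoglobulin genes Ighg2b and Ighg2c, with log2 differences of 1.93 and 2.70. Blood left in the tissue may explain the erythroid part of that split, a technical axis that crosses the genotypes. Between genotypes the erythroid list had a median log2 fold change of −0.19, which is inside the spread of its score between replicates (SD 1.03 in WT and 0.528 in Zbp1-KO) and ran from −0.86 to 0.69 with 1 library left out, so this median alone decides nothing. The erythroid score was 0.83 in WT 1 and 0.27 in Zbp1-KO 2, and −0.63 in WT 2 and −0.47 in Zbp1-KO 1. It was thus lower in the Zbp1-KO library of the first pair and higher in that of the other. Cfd and Lars2 were higher in the Zbp1-KO library of both pairs, by log2 differences from 1.47 to 2.33. Both genes separated the genotypes, so any pairing of the libraries gives a rise, and the pairs add no further test. That the erythroid score crossed the genotypes while these genes did not argues against blood as the source of these calls.

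The fat list stood out in the genotype comparison. Without Cfd, its median log2 fold change was 2.13 over 7 genes, and 6 of the 7 were higher in both Zbp1-KO libraries than in both WT libraries, where chance separates 33.3% of genes in either direction. Adipoq went from 2.23 to 8.33 CPM, Car3 from 9.95 to 48.4 CPM and Cidec from 1.75 to 7.69 CPM as group means, whereas Fabp4, which kidney also expresses at a high level, went from 71.6 to 102 CPM. Of the 8 tested genes, 7 reached 1 CPM in WT and 0 were members of another list. The list as a whole had a median of 2.17, and the adrenal and muscle lists had medians of 0.30 and −0.04 with adjusted p-values of 0.854 and 0.616 in limma camera. A candidate explanation for the rise of Cfd, which tops the gene test, is more fat taken along with the Zbp1-KO kidneys at dissection. More fat within the kidney of these animals would give the same values and was not tested. The list was called by camera but not by fry (limma adjusted p = 0.150).

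Lars2 rose together with Gm23935. The Lars2 transcripts shared 0 stretches of 25 bases with mt-Rnr1 or mt-Rnr2 on either strand, and mt-Rnr2 had a log2 fold change of 0.070, which argues against reads of mitochondrial ribosomal RNA being counted as Lars2. Gm23935 is 57 bases long and had at least 146 counts per base, against 0.934 for Lars2 over its longest transcript of 3894 bases. Such a density could come from a repeated sequence that reaches beyond the annotated gene, and Gm23935 had a log2 fold change of 1.31. The Lars2 transcripts also shared 0 stretches of 25 bases with Gm23935 on either strand. The annotated Gm23935 holds only 33 such stretches, so this does not decide on a repeat that reaches beyond it. Whether reads of repeated sequence were placed differently between libraries cannot be told apart from a change in expression, since read positions were not analysed here.

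Immediate-early genes were lower in Zbp1-KO, with a median of −0.95, and 15 of the 19 tested genes were lower in both Zbp1-KO libraries than in both WT libraries. Egr1 measured 122 and 15.7 CPM in WT and 10.8 and 7.33 CPM in Zbp1-KO. WT 1 decided much of the size: without it the median was −0.42. This is neither near 0 nor near the value with all libraries, so how much of the difference belongs to this 1 library cannot be told apart, although the list score of WT 2 also lay above those of both Zbp1-KO libraries (0.07 against −0.50 and −0.59). All 19 genes reached 1 CPM in WT, and 2 were members of another list. These genes respond within minutes to handling, so the animals or tissues may have been handled differently by group, and this cannot be told apart from an effect of genotype because the collection order was not in the labels. The difference was not called by fry (limma adjusted p = 0.653).

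The M7core result depended on how it was tested. A Wilcoxon rank sum test of the M7core log2 fold changes against those of all other genes gave p = 2.28e-10 (n = 155 genes), whereas the same test on the members' mean log2 CPM in Zbp1-KO against WT gave p = 0.191 (n = 155 genes). Each gene was measured in both genotypes, and a signed rank test of these means paired by gene gave p = 1.14e-07 (n = 155 genes). All are lower than the value quoted from the study above. Each treats genes as independent. The limma fry test called neither M7core nor the ISG list. The size of both medians varied with the library left out. For M7core it was 0.067 without Zbp1-KO 1, 0.13 without WT 1, 0.24 without WT 2 and 0.23 without Zbp1-KO 2, against 0.20 with all libraries. For ISGs it was 0.10, 0.16, 0.47 and 0.45 in the same order, against 0.28. The ISG scores of WT 1 and Zbp1-KO 1, −0.29 and 0.32, lay about as far from 0. All medians stayed above 0, and the M7core median moved by less than the spread between replicates (0.179) without Zbp1-KO 1. A shift in 1 animal or 1 library cannot be told apart from an effect of genotype with 2 animals per genotype.

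T cell genes were higher in Zbp1-KO in a way that did not rest on 1 library. The median log2 fold change was 0.87 over 16 tested genes, 15 of them higher, and it ran from 0.82 to 1.13 with 1 library left out. The score was −0.64 and −0.48 in WT and 0.62 and 0.49 in Zbp1-KO. Counts were low: 9 of the 16 genes reached 1 CPM in WT, and 0 were members of another list. Of the 16 genes, 7 were higher in both Zbp1-KO libraries than in both WT libraries. Cd4 went from 0.953 to 2.49 CPM and Cd8a from 1.85 to 4.26 CPM as group means, and neither was called (edgeR adjusted p = 0.999 for both). Cd3g overlapped between genotypes, with 51 and 7 counts in WT and 55 and 44 counts in Zbp1-KO. A smaller share of tubule cells would raise markers of all other cell types alike. The rise in the T cell score exceeded that of the endothelial score by 1.11, more than the spread between replicates, which argues against this. Lymphoid tissue next to the kidney would bring B cells too. The B cell list had a median of −0.29, which ran from −1.25 to −0.01 with 1 library left out. It was 0.18 with all genes that had at least 1 count in any library. The list rested on 7 genes that moved both ways, of which 5 reached 1 CPM in WT. Its score differed by −0.43 between genotypes, within the spread of the Zbp1-KO replicates (SD 0.792), so this source cannot be told apart. T cells residing in fat, given the fat list, cannot be told apart from T cells in the kidney either. More T cells in the Zbp1-KO kidney remains open as a hypothesis.

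Tlr7, the receptor that drives much of the disease in this model, was chosen after its values were seen. It had 13 and 13 counts in WT and 72 and 52 counts in Zbp1-KO, a log2 fold change of 2.33 ± 0.68 (SE). It was not called over all genes (edgeR adjusted p = 0.999) or over the TLR7 signalling list alone (edgeR adjusted p = 0.143), and the list as a whole had a median of 0.05, with 17 of 28 genes higher.

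Labels were checked with Zbp1. The highest Zbp1-KO value was 17.6% of the lowest WT value, which argues against a swapped library. The 18 counts in Zbp1-KO 1 made up 14.5% of the WT mean. The deletion leaves exon 1, which holds 9.15% of the bases of the annotated transcript with 8 exons, and 21.9% and 4.69% of those of the other annotated transcripts. Reads from this exon may account for the counts, but counts per exon were not analysed here, so this source cannot be told apart from others, and Zbp1-KO 2 had 0 counts.

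Replicates differed in an unusual way. Between the Zbp1-KO libraries, 260 genes had 0 counts in 1 library and at least 20 in the other, and between the WT libraries 79 genes did. The variance over the mean within the Zbp1-KO pair was 8.22 for genes with 20 to 40 counts in the pair and 10.1 for those with 160 to 320, a ratio of 1.23 for counts that differ 8-fold. In the WT pair these values were 5.23 and 7.17. A spread in proportion to expression would rise with the count, whereas a near-level ratio is consistent with few starting molecules, each read many times. Differences between animals cannot be told apart from this with 2 libraries per group and no molecular identifiers.

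Further explanations for the called genes were tested. Near Zbp1, 3 of the 42 tested genes within 5 Mb had an unadjusted p under 0.05 (Fisher's exact test, p = 0.221), and neither called gene was among them, which argues against sequence carried along with the locus. Neither clock list was called (smaller adjusted p of both = 0.633, limma camera). Both clock scores, like the erythroid score, paired WT 1 with Zbp1-KO 2 and WT 2 with Zbp1-KO 1, and so crossed the genotypes. Cfd and Lars2 did not, which argues against time of day as their source. This rests on the same separation of the genotypes as the point on blood and is not a further test. The sex of the animals did not differ by its markers. Xist had a log2 fold change of 0.085, and of the Y-linked genes Eif2s3y, Kdm5d and Uty had 0 counts in each library, while Ddx3y had 6 counts in WT 1. Nnt, part of which C57BL/6J lacks, had at most 2 counts in any library. The substrain list had an adjusted p of 0.683 in limma camera over 4 tested genes that moved both ways, so a difference at other substrain loci cannot be told apart. A trend of log2 fold change with GC content and gene length gave the called genes shifts of at most 0.0696. After thinning every library to 9878776 counts, 4 genes were called by edgeR and both remained among them, with log2 fold changes of 2.22 for Cfd and 1.57 for Lars2. The smallest log2 fold change of a called gene with any library left out was 1.41.

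At the threshold of 0.05 on adjusted p, 0 ISGs were higher and 0 lower here, so no ratio of higher to lower ISGs can be formed from the quasi-likelihood test. At an unadjusted p under 0.05, 19 were higher and 2 lower, with Zbp1 itself among the lower. With the exact test of edgeR 1 was called higher and 1 lower, and with all genes of at least 1 count 5 were called higher and 1 lower. The lower gene was Zbp1 itself in both settings. The study named a negative binomial test of edgeR without its function and did not state which ISG list its kidney count used. The test and the list may thus differ from those used here, and these counts do not bear on its ratio. Of the genes that the study found higher by PCR, Oas2 was also higher in both Zbp1-KO libraries here and Isg15 was lower in both. Their log2 fold changes were 0.64 ± 0.20 and −0.52 ± 0.32 (SE), and neither was called (edgeR adjusted p = 0.999 for both). Tnf was below the filter.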
